# N6-methyladenosine modification of mRNAs in retinal ischemia-reperfusion in mice

**DOI:** 10.1080/15592294.2026.2700836

**Published:** 2026-07-12

**Authors:** Jingying Liang, Yuke Li, Yuwen Wen, Zhidong Li, Caibin Deng, Yehong Zhuo, Yangyang Li, Yingting Zhu

**Keywords:** Methylation, mRNA, retinal ischemia-reperfusion, retina

## Abstract

Retinal ischemia-reperfusion injury (RIR) is the main pathogenic mechanisms of acute glaucoma, diabetic retinopathy, central retinal vein occlusion. As a common post-transcriptional modification of eukaryotic RNAs, N6-methyladenosine (m^6^A) is associated with the pathogenesis of different diseases, including angiogenesis, through the regulation of RNA metabolism and functions. The aim of this study was to identify the potential relevance of m^6^A RNA methylation in pathogenesis of RIR. A total of 10,851 mRNAs and 23,270 associated m^6^A methylation modified peaks were identified in the RIR group. Similarly, 10,391 mRNAs and 22,935 associated m^6^A methylation modified peaks were detected in the Sham group. MeRIP-seq identified 3,871 RIR-specific m^6^A peaks and 3,624 Sham-specific m^6^A peaks, in addition to 19,399 shared peaks between groups. Gene ontology (GO) analysis showed that hypermethylated mRNAs were enriched in cellular process, cellular anatomical entity, and binding, while hypomethylated mRNAs were enriched in synaptic signaling, synapse, and gated channel activity. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis indicated that hypermethylated mRNAs were involved in tight junction, hippo signaling pathway, and PI3K-Akt signaling pathway, while hypomethylated mRNAs were involved in Neuroactive ligand-receptor interaction, glutamatergic synapses, cholinergic synapses. Joint analysis identified mRNAs with differential m^6^A methylation and expression simultaneously. Among them, the expression patterns of *Irx4*, *Kdr*, and *Lyz2* were confirmed by RT-qPCR to be consistent with the sequencing results. The results revealed an altered m^6^A epitranscriptome in RIR retinas. These methylated RNAs may act as novel modulators and targets in RIR.

## Introduction

RIR is a prevalent pathological event triggered by transient blood flow occlusion and subsequent reperfusion. This pathogenesis is associated with many ophthalmic diseases, such as acute glaucoma [1], diabetic retinopathy [2] and central retinal artery occlusion [3], which are vital causes of blindness worldwide. However, previous clinical trials (phase II/III) have shown that neuroprotective drugs failed to achieve significant inhibition of neural impairment [4], further clarification of the pathogenesis of RIR is necessary to facilitate the development of novel therapeutic targets and safer, more effective treatments.

Recent studies have revealed that, beyond classical genetic and protein-level regulation, epigenetic modifications – particularly at the RNA level – play critical roles in ischemic and neurodegenerative diseases. RNA epigenetic modification represents a highly conserved post-transcriptional regulatory mechanism that modulates diverse genetic processes in eukaryotes. As the most common and conserved epigenetic modification in mRNA in most eukaryotic species [5,6], m^6^A modification is dynamically regulated by m^6^A methylases, demethylases and reader proteins [7] without changing the based sequence. Through these post-transcriptional effects, m^6^A modification profoundly influences gene expression programs and cellular homeostasis [8,9], thereby participating in the development of various pathological processes, including aging, neurological diseases [10], renal and cerebral ischemia-reperfusion injury [11,12]. Increasing evidence has also linked aberrant RNA methylation to ophthalmic diseases such as pseudoexfoliation glaucoma [13,14], diabetic retinopathy [15] and keratitis [16], highlighting the potential involvement of m^6^A in ocular pathological process. The role of m^6^A modification in the pathogenesis of RIR remains uncertain. Therefore, this study sought to characterize the global m^6^A methylation profiles of mRNAs in retinas from the RIR mouse model to uncover potential regulatory mechanisms and underlying this process.

## Methods

### Animals

Female C57BL/6J mice (6–8 weeks old) were obtained and housed under standardized laboratory conditions at the Animal Center of Zhongshan Ophthalmic Center, Sun Yat-sen University. All animal experiments were approved by the Animal Care and Use Committee of the State Key Laboratory of Ophthalmology, Zhongshan Ophthalmic Center, Sun Yat-sen University (Approval No. Z2025050; approved on 13 June 2025). All procedures were conducted in accordance with the institutional guidelines for the humane treatment of laboratory animals, the Principles of Laboratory Animal Care, and the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. Animals were monitored regularly throughout the study for signs of distress or adverse events.

### Establishment of animal model

Anesthesia was induced by intraperitoneal injection of pentobarbital (60 mg/kg). For surface anesthesia, 0.5% tetracaine hydrochloride was applied topically to the corneas, and 1% tropicamide was to achieve mydriasis. Animals were randomly assigned to each group. Continuous irrigation of the anterior chamber with sterile normal saline was performed using a 23-gauge needle to maintain the intraocular pressure (IOP) at 100 mmHg for 60 minutes. IOP was monitored using the tonometer (Icare TONOLAB tonometer TV02) to ensure consistency. The contralateral eye without IOP elevation functioned as the Sham. After removal of the needle, retinal blood flow was restored. Tobramycin ointment was applied to both sides of the eye to prevent bacterial infection. After the procedure, the mice were placed on a temperature-controlled heating pad to maintain their body temperature. Once fully recovered from anesthesia, the mice were returned to their cages and housed in an animal facility with controlled temperature and humidity. Mice were euthanized at 1, 3, and 7 days after the procedure by isoflurane overdose, in accordance with institutional animal care guidelines and the American Veterinary Medical Association (AVMA) Guidelines for the Euthanasia of Animals. The retina was carefully dissected from the eyecup under a stereomicroscope, and the underlying choroid tissues were removed as thoroughly as possible.

### RNA extraction

The Universal RNA Purification Kit (EZBioscience, China) was used to total RNA extraction from retinal tissue samples 3 days after RIR according to standard protocols. RNA concentration and purity were evaluated by the NanoDrop ND1000 spectrophotometer (Thermo Scientific).

### Methylated RNA immunoprecipitation sequencing (MeRIP-seq)

Retinal tissues from multiple eyes were pooled to generate sufficient RNA for sequencing. The m^6^A-IP-seq service was performed by CloudSeq Inc. (Shanghai, China), which was not involved in animal modelling or experimental design. Total RNA was immunoprecipitated using the GenSeq® m^6^A-IP Kit (GenSeq Inc.) according to the manufacturer’s instructions. Briefly, the RNA was randomly fragmented to approximately 200 nt using RNA Fragmentation Reagents. Protein A/G magnetic beads were incubated with anti-m^6^A antibody at room temperature for 1 hour to allow antibody conjugation. The fragmented RNA was then incubated with the antibody-conjugated beads at 4°C for 4 hours with gentle rotation. After incubation, the RNA – antibody complexes were thoroughly washed, and the bound RNA was eluted and purified. RNA libraries from both the immunoprecipitated (IP) and input samples were prepared using the GenSeq® Low Input Whole RNA Library Prep Kit (GenSeq Inc.) following the manufacturer’s instructions. Library quality was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies), followed by high-throughput sequencing.

### MeRIP-seq bioinformatic analysis

Raw reads (Raw Data) are generated aftersequencing on a sequencer, image analysis, base identification and QC. Q30 was first used for quality control. Then, cutadapt software (v1.9.3) was used to remove splice information and remove low quality reads to obtain high quality clean reads. The clean reads were matched to the reference genome using Hisat2 software (v2.0.4). Methylated genes in each sample were then identified using MACS software (1.4.2). For peak overlap analysis, peaks identified in individual samples within the same group were merged to generate group-level peak sets, and the overlap between groups was visualized using Venn diagrams. Differential methylation gene identification was performed using diffReps software (1.55.6). Peaks with |fold change (FC)| ≥2 and false discovery rate (FDR) <0.05 were considered significantly differentially methylated. The peaks located on exons were screened using our own programs and annotated accordingly. GO and Pathway analyses were performed for differentially methylated mRNA.

### RNA sequencing

RNA sequencing service was provided by CloudSeq Inc. (Shanghai, China). Briefly, total RNA was extracted with Trizol (Invitrogen, Carlsbad, CA, USA), and subjected to ribosomal RNA (rRNA) removal using GenSeq® rRNA Removal Kit (GenSeq, Inc., Shanghai, China). Then, the rRNA- depleted samples were used for library construction with GenSeq® Directional RNA Library Prep Kit (GenSeq, Inc., Shanghai, China) by following manufacturer’s recommendations. The RNA was fragmented into ~300 nt in length. The first-strand cDNA was synthesized from the RNA fragments by reverse transcriptase and random hexamer primers, and the second-strand cDNA was synthesized in 2nd Strand Synthesis Buffer with dUTP Mix. Then, the double stranded cDNA fragments were subjected to end-repair and dA-tailing, followed by adapter ligation. The adapter-ligated DNA samples were PCR amplified and purified to obtain sequencing libraries. Finally, the libraries were sequenced with sequencer on the paired-end 150 bp mode.

### RNA-seq bioinformatic analysis

Raw reads (Raw Data) are generated after sequencing on a sequencer, image analysis, base identification and QC. Q30 was first used for quality control. Then, cutadapt software (v1.9.3) was used to remove splice information and remove low quality reads to obtain high quality clean reads. High quality reads were compared to the reference genome using HISAT2(v2.0.4). And then HTSeq (v0.9.1) was used to obtain the original count number at gene level as mRNA expression profile. edgeR (v3.16.5) was used to standardize and calculate the multiple change and *p*-value between the two groups of samples, and screen differentially expressed mRNA. Different mRNA associated genes were analyzed by GO and KEGG. Differentially methylated transcripts identified by MeRIP-seq were integrated with differentially expressed genes identified by RNA-seq to perform the combined methylation-expression analysis.

### Bioinformatic analysis of differentially methylated genes (DMGs)

Gene Ontology (GO) enrichment analysis of differentially methylated genes was conducted using the topGO package. Pathway enrichment analysis was performed based on the latest KEGG database (www.genome.jp/kegg). Statistical significance of enriched KEGG pathways was determined using Fisher’s exact test.

### Reverse transcription quantitative polymerase chain reaction (RT-qPCR)

Total RNA was reverse-transcribed into complementary DNA (cDNA) using the PrimeScript RT Master Mix reagent kit (Accurate Biology, China), according to the manufacturer’s instructions. All cDNA samples were frozen at −20°C until used. SYBR Premix Ex Tag (Accurate Biology, China) was used for RT-qPCR. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as the endogenous reference gene for normalization of target gene expression. All qPCR reactions were performed using a LightCycler 480 Real-Time PCR System (Roche, Basel, Switzerland). Three independent biological replicates were analyzed for each group, and each biological sample was measured in technical triplicate. The primer sequences are provided in Table 1.

**Table 1.** Primer sequences for RT-qPCR.

Gene	Forward Primer (5 ´→3 ´)	Reverse Primer (5 ´→3 ´)
*Gapdh*	GGAGAGTGTTTCCTCGTCCC	ATGAAGGGGTCGTTGATGGC
*Alkbh5*	ATTGCCACCCAGCTATGCTT	AGACCGCCGGTTTTCTTCTT
*Fto*	GTGTTTTGGCTGGCTCACAG	GTCGCCATCGTCTGAGTCAT
*Mettl3*	CGTAGTGATAGTCCCGTGCC	ATCAGTGGGCAAGGTCAAGG
*Mettl5*	AGCTGCTGAATGGAAAGTCAAG	TTAGGTCCACTTCGATGTCCACAG
*Ythdc2*	TGACCAGTACGGAAAGAGCC	GGTCATCATTGCATGAGCTGT
*Irx4*	CATCTGGTCCTTGGCACACA	GGAGGGAAACTCAGTCTGGC
*Lyz2*	ACAACCGTGGAGACCAAAGC	TTGATCCCACAGGCATTCACA
*Kdr*	TGGGCAGTCAAGTCCGAATC	GTTGGTGAGGATGACCGTGT

### m^6^A dot blot analysis

Total RNA was isolated from retinal tissues and denatured at 95°C for 3 min. Dilutions of RNA (0.5 μg) were spotted onto nitrocellulose membranes. Membranes were blocked with 1% BSA in PBST for 1 h and incubated with an anti-m^6^A antibody(1:1000; YA3446, MedChemExpress, USA) 1.5 h at room temperature according to the manufacturer’s protocol. After incubation with HRP-conjugated secondary antibodies(1:5000; HA-P8001, MedChemExpress, USA), immunoreactive signals were detected using Enhanced Chemiluminescent reagents(NCM Biotech, P10060). A duplicate membrane stained with 0.02% methylene blue served as a loading control for RNA normalization.

## Results

### Alterations of m^6^A-related enzymes on day 1,3,7

RT-qPCR was used to test the expression changes of m^6^A methyltransferase (*Mettl5*, *Mettl3*), demethylases (*Alkbh5*, *Fto*) and binding protein (*Ythdc2*) at different time points post-intervention (Figure 1). *Mettl5* and *Mettl3* exhibited a similar expression pattern, peaking on Day 1 with highly significant upregulation (*p* < 0.0001). On Day 3, their expression levels showed a significant decrease but remained elevated above baseline (*p* = 0.0290 and *p* = 0.0100), before also returning to baseline levels by Day 7. *Alkbh5* and *Fto* both showed significant upregulation on Day 1 compared to the Sham group (*p* = 0.0001 and *p* = 0.0010, respectively), with their expression levels decreasing significantly on Day 3 (*p* = 0.0410 and *p* = 0.0270). By Day 7, the expression of both genes had returned to baseline levels with no significant difference from the Sham group. However, *Ythdc2* showed no significant change between Sham and RIR group at each day. These findings collectively suggest that the expression of these four enzymes is acutely and transiently upregulated following RIR injury, with the peak response occurring on Day 1 and gradually subsiding by Day 7.

**Figure 1.**
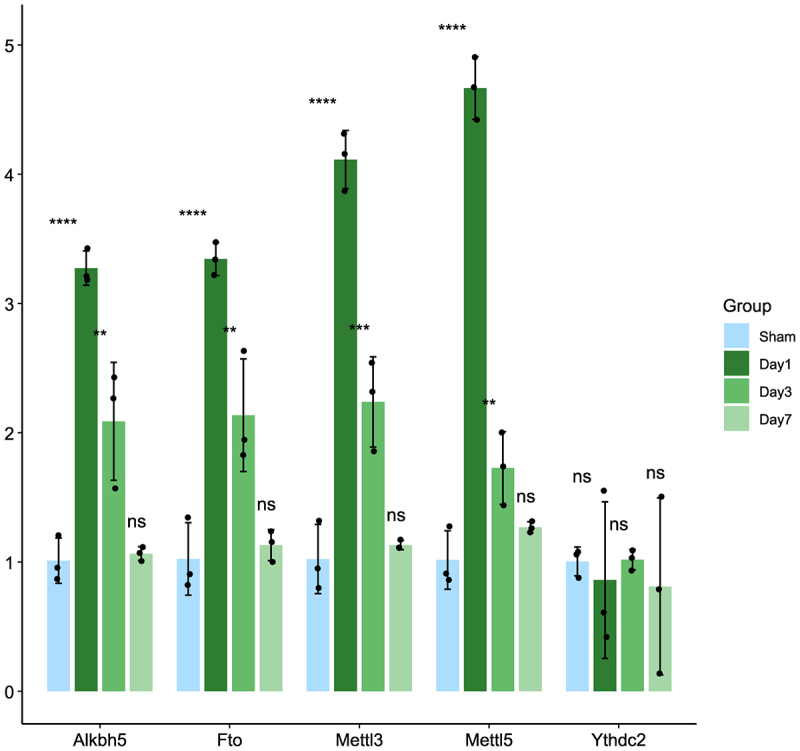
Differential expression of m^6^A regulatory genes in RIR. Relative mRNA expression levels of key m^6^A regulatory genes, Alkbh5, Fto, Mettl3, Mettl5, and Ythdc2, were determined by RT-qPCR at different time points (Day 1, Day 3, Day 7) following RIR injury, compared to the Sham group (*n* = 3). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; ns, not significant.

Collectively, these results showed that multiple m^6^A regulators were markedly upregulated at the immediate stage of RIR injury (Day 1). During the acute phase (Day 3), sustained alterations in several m^6^A regulators were observed. Subsequently, the expression levels of most m^6^A regulators gradually returned toward baseline by Day 7.

### Overview of m^6^A RNA methylation in mouse retina after RIR

MeRIP-seq analysis of retinas revealed 3,871 distinct m^6^A peaks across 1,111 mRNA transcripts in RIR group and 3,624 distinct m^6^A peaks across 651 mRNA transcripts in Sham group. In addition, 19,399 shared m^6^A peaks within 9,740 mRNA transcripts were identified between the two groups (Figure 2(A)). 

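For MeRIP-seq, RNA from pooled retinas collected on day 3 after RIR was fragmented, and the fragments bound by an anti-m6A antibody (the IP library) were sequenced beside the unselected RNA (the input library). The processed files cover 3 RIR pools and 3 Sham pools, each with an IP and an input library. The Sham retinas were those of the contralateral eyes, where IOP was not raised. The authors trimmed the reads with cutadapt 1.9.3, aligned them with HISAT2 2.0.4, called peaks per sample with MACS 1.4.2 and kept the peaks on exons. Their lists held 19540, 18540 and 17071 peaks for RIR pools 1, 2 and 3 and 19318, 16001 and 17437 peaks for Sham pools 1, 2 and 3. Each peak carried its position, its gene, its transcript segment and the authors' fold enrichment, which was used here only to filter peaks within a list. The paper's text does not name the background of that enrichment. The read depth of the IP libraries and the coverage behind each peak are unknown. The genome build is not given in the sources used here, so positions are printed as the lists give them. Between 83.9% and 93.8% of a library's peaks overlapped a peak of another library of its group. The median FDR that MACS gave was between 24.4% and 34.9%, and an FDR of at most 5% was reached by 25.8% of the peaks of Sham pool 1 and by at most 0.094% of those of any other pool. To form group-level sets, the peaks of the 3 pools of a group were merged here where they overlapped by at least 1 bp, and the sets were then overlapped between the groups. For differential methylation the authors compared the groups with diffReps 1.55.6, and the paper's text does not say whether the input reads entered that comparison. Its calls were taken from the authors' deposited table, which gives a fold, a p and an FDR per peak and no counts per library.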

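Some peaks of macrophage and injury genes were listed in the RIR libraries alone, and some peaks of neuronal transcription factor genes in the Sham libraries alone. The stop codon peaks of Arg1, which encodes arginase 1 of activated macrophages, and of Sprr1a, a gene induced in axotomized neurons, were found in all 3 RIR libraries and in 0 Sham libraries. The stop codon peaks of Irx4 and Isl2, which encode transcription factors of retinal neurons, were found in all 3 Sham libraries and in 0 RIR libraries. These 4 genes were taken from Table 2 of the paper. Their input RNA was scarce in the group without the peak. In Sham pools 1, 2 and 3 Arg1 had 0, 2 and 4 input counts and Sprr1a 0, 1 and 0. In RIR pools 1, 2 and 3 Irx4 had 1, 9 and 21 input counts and Isl2 3, 10 and 15. A peak missing there does not by itself show a difference in methylation. After merging, 3823 regions had a peak in the RIR group only and 3548 in the Sham group only, while 564 genes had peaks in the RIR group only and 874 in the Sham group only. Of the RIR-only regions, 410 were found in all 3 libraries, 920 in 2 and 2493 in 1. Of the Sham-only regions, 217 were found in all 3 libraries, 762 in 2 and 2569 in 1. A RIR library held 18384 ± 1242 peaks (SD, n = 3) in 9668 ± 85.6 genes, and a Sham library 17585 ± 1663 peaks (SD, n = 3) in 9684 ± 487 genes. Neither difference was larger than the spread between libraries (exact two-sided permutation test, p = 0.6 for peaks and p = 0.9 for genes, where 3 libraries against 3 allow no p under 0.1). The group-only sets rested on single libraries: without RIR pool 1 the RIR-only regions numbered 2223, and without Sham pool 1 the Sham-only regions numbered 2090. Among peaks with a fold enrichment of at least 5, 2357 regions were RIR-only and 3428 Sham-only.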

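Most m6A regions were present in both groups. Of the 22931 merged RIR regions, 19108 overlapped a Sham region, and 13603 of these (71.2%) had a peak in all 3 RIR libraries. Of the 22650 merged Sham regions, 19102 overlapped a RIR region. At the level of genes, 10064 had a peak in both groups, out of 10628 with a peak in the RIR group and 10938 with a peak in the Sham group. The second Lyz2 peak of the authors' deposited table, at the start codon, was among the regions found in both groups, with a peak in 3 RIR libraries and in 1 Sham library. With regions kept only where at least 2 of the 3 libraries of a group had a peak, 14849 regions were shared.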

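In the merged sets, 45.4% of the genes with a peak in the RIR group had 1 region, and 44.5% of those in the Sham group. Merging adds regions found in any library, so the share was higher within a library. It was 52.1% ± 3.156 (SD, n = 3 libraries) in the RIR group and 53.1% ± 4.33 (SD, n = 3) in the Sham group (exact two-sided permutation test, p = 0.8). Among regions found in at least 2 of 3 libraries it was 52.8% in the RIR group and 54.7% in the Sham group. Among regions found in all 3 libraries it was 60.4% and 63.7%. Genes with several differentially methylated peaks included Pde11a, a phosphodiesterase gene, with 4 hypomethylated peaks from the start codon to the stop codon.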

The distribution of m^6^A peaks across transcripts was further analyzed, revealing that approximately 60% of methylated mRNAs in both groups carried a single m^6^A peak (Figure 2(B)).

**Figure 2.**
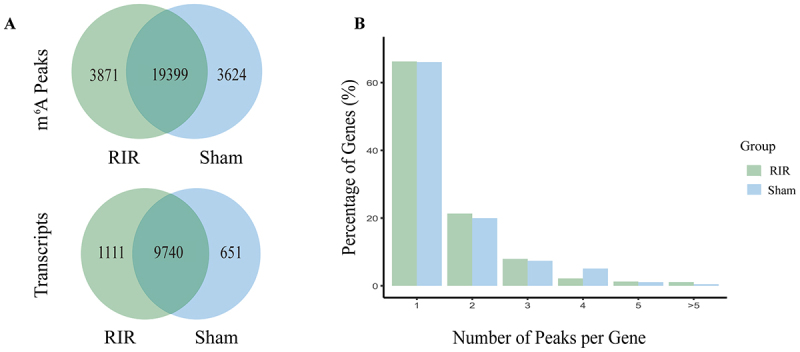
Overview of m^6^A methylation modification in the retinas of RIR and Sham. (A) Venn diagram illustrating the overlap of m^6^A peaks in mRNAs between the two groups. (B) Proportion of genes harboring different numbers of m^6^A peaks in the two groups. The majority of genes harbor only one m^6^A peak.

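Over all peaks of the 3 Sham libraries, 43.1% were annotated by the authors to the stop codon segment, 25.0% to the CDS, 19.8% to the start codon segment, 7.28% to the 5'UTR and 4.80% to the 3'UTR (52756 peaks). The stop codon segment was the largest in each of the 6 libraries. Kdr, which encodes a VEGF receptor, is an example of a start codon peak, and Irx4 of a stop codon peak. Segments were taken as annotated, so no density along the transcript was computed here.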

Metagene plot revealed the identified m^6^A peaks were mainly enriched in the coding sequence (CDS), especially proximal to the stop codon (StopC), consistent with previous reports17. Notably, the RIR group exhibited a different peak density within the CDS and 3’untranslated regions (3’UTR) regions compared to the Sham group, suggesting enhanced m^6^A modification in these transcript regions under RIR-related conditions (Figure 3(A)). This may imply altered post-transcriptional regulation mediated by m^6^A in RIR pathogenesis. 

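The RIR libraries had a larger share of their peaks in the CDS and a smaller share in the 3'UTR than the Sham libraries. The CDS held 29.3% ± 2.51 (SD, n = 3 libraries) of the peaks of a RIR library and 25.0% ± 1.65 (SD, n = 3) of those of a Sham library. For the 3'UTR the shares were 3.73% ± 0.337 (SD, n = 3) in the RIR group and 4.79% ± 0.216 (SD, n = 3) in the Sham group. For both segments the 3 libraries of one group lay on one side of the 3 libraries of the other, which gave the smallest p that this design allows (exact two-sided permutation test, p = 0.1, adjusted p = 0.25 over the 5 segments). The stop codon segment held 40.9% ± 3.84 (SD, n = 3) of the peaks in the RIR group and 43.4% ± 3.87 (SD, n = 3) in the Sham group, a difference within the spread (exact two-sided permutation test, p = 0.5). Hypermethylated peaks of the authors' deposited table lay in the CDS in 53.2% of cases and hypomethylated peaks in 23.3% (odds ratio 3.75, Fisher's exact test, two-sided, p = 4.28e-55, where peaks of 1 gene are not independent). The share depended on overlap with the MACS lists, among peaks with folds under 100 in tested genes, a limit chosen after the data were examined. Within a list it was 43.5% for hypermethylated and 19.3% for hypomethylated peaks, and outside every list 82.6% and 64.1%. The CDS peaks of Lyz2, which encodes lysozyme 2 of macrophages, and of Ezr, which encodes the membrane linker ezrin, were among the hypermethylated ones. The Ezr peak overlapped no MACS peak of any library.

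**Figure D1:**
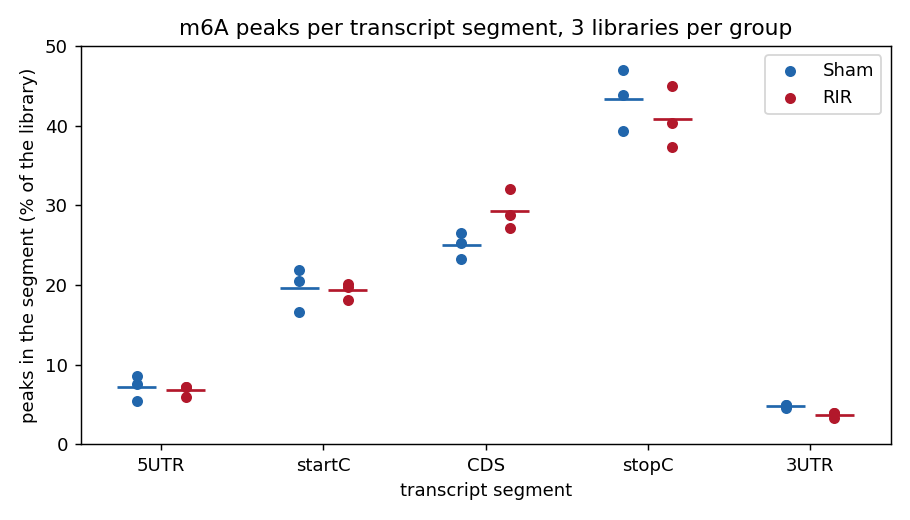
Percent of the m6A peaks of each library in the 5 transcript segments, with 3 Sham libraries (blue) and 3 RIR libraries (red); points are libraries and lines are group means. The RIR points lie above the Sham points in the CDS (means 29.3% and 25.0%) and below them in the 3UTR (3.73% and 4.79%).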

The distribution of m^6^A peaks across different transcript segments is shown in Figure 3(B). In RIR group, the major part of m^6^A peak were located in StopC regions (36.3%), and CDS regions (33.2%), indicating a predominant enrichment of m^6^A modifications in StopCs and CDSs. 

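Of the 55151 peaks in the 3 RIR lists, 40.7% lay in the stop codon segment and 29.4% in the CDS. The stop codon share was 37.3%, 40.4% and 44.9% in RIR pools 1, 2 and 3, and the CDS share 32.0%, 28.7% and 27.1%. The start codon segment held 19.4% of these peaks, the 5'UTR 6.82% and the 3'UTR 3.72%. Among peaks with a fold enrichment of at least 5, the means over the 3 RIR libraries were 45.4% ± 3.42 (SD) for the stop codon segment and 24.6% ± 1.42 (SD) for the CDS. The peaks of Arg1, Sprr1a and Cdsn, the last encoding corneodesmosin of cell adhesion, are stop codon peaks found in all 3 RIR libraries.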

The start codon region (StartC) accounted for 19.2% of the peaks, followed by the 5’UTR (7.3%), and the 3’UTR (3.9%). These results suggest that while m^6^A sites are distributed throughout the transcripts, the StopCs and CDSs remain major hotspots for m^6^A deposition.

**Figure 3.**
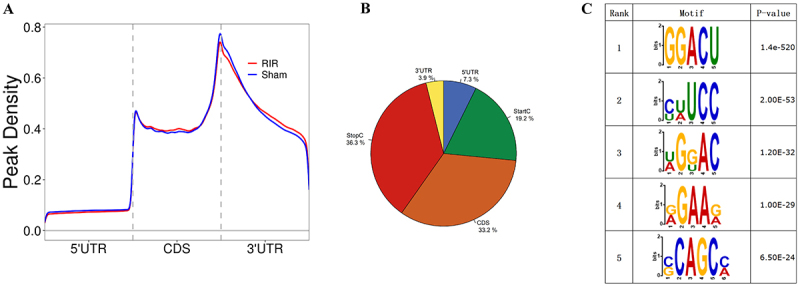
Overview of m^6^A methylation within mRNAs in RIR and Sham. (A) Metagene plots showing the enrichment of m^6^A peaks along transcripts in two groups. (B) Pie charts showing the percentage of m^6^A peaks in five nonoverlapping segments of mRNA transcripts of RIR group. (C) Motif analysis of all differentially methylated m^6^A sites of mRNAs between the RIR and Sham groups revealed enrichment of the RRACH consensus sequence.

To identify the canonical m^6^A RRACH consensus motif (*R* = G or A; H = A, C, or U), an unbiased search for enriched motifs in regions surrounding the m^6^A peaks was performed, revealing significant enrichment of the GGAC sequence (Figure 3(C)).

### Chromosomal and transcript-level patterns of m^6^A Dysregulation in RIR

A total of 1762 mRNAs (1111 hypermethylated and 651 hypomethylated) were differentially m^6^A-methylated with statistical significance in the retinas of the RIR and Sham groups (|FC| ≥2 and *p* < 0.05). 

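Hypermethylated peaks in RIR included genes of the cytoskeleton and of myeloid cells, and hypomethylated peaks included genes of neurons. The 5 hypermethylated peaks with the smallest p were in Ezr, in Myo1f, which encodes a myosin of leukocytes, and in Dcaf1, Nde1 and Ccp110. The hypomethylated peaks with the smallest p included those in Rsrc1, in Irf9, a transcription factor of the interferon response, in Caln1, which encodes a neuronal calcium-binding protein, and in Ankrd45. The fold of the Myo1f peak was 245 in the authors' deposited table, and input RNA of Myo1f was higher by a log2 fold change of 4.08 (standard error 0.23, adjusted p = 9.2e-09 from edgeR's quasi-likelihood test). For Caln1 the fold was 234 toward Sham in that table, with a log2 fold change of the RNA of -1.36 (standard error 0.10, adjusted p = 1.0e-07 from the same test). Input RNA of Ccp110 had a log2 fold change of 0.03 (adjusted p = 0.66) beside a fold of 77.4 in the authors' deposited table. Of the peaks in the authors' deposited table, 1724 were hypermethylated in 1111 genes and 1023 hypomethylated in 651 genes, and 5 genes had peaks of both kinds. Counted as separate genes, 63.1% of the differentially methylated ones were hypermethylated, as were 62.8% of the peaks. A fold of at least 4 left 1073 hypermethylated and 417 hypomethylated peaks. Against the MACS lists, 543 hypermethylated and 626 hypomethylated peaks overlapped a peak in both groups. A further 508 hypermethylated peaks (29.5%) and 98 hypomethylated peaks (9.58%) overlapped no peak of any of the 6 lists, among them those of Ezr, Myo1f, Dcaf1, Nde1, Ccp110, Rsrc1 and Irf9 named here.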

A predominant fraction of the altered methylated mRNAs (63.08%) were significantly hypermethylated. Furthermore, differentially hypomethylated m^6^A peaks were detected on nearly all chromosomes, with the exception of ChrY. 

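Hypomethylated peaks lay on chromosomes 1 to 19 and X, and 0 lay on Y, where the merged sets held 1 region. Chromosome 2 had 89 of them, chromosome 5 had 82, chromosome 4 had 80, chromosome 3 had 71 and chromosome 7 had 70. The peaks of Pde11a are on chromosome 2, that of Kdr is on chromosome 5 and that of Irx4 on chromosome 13. In proportion to the merged peaks of each chromosome, hypomethylated peaks were most frequent on chromosome 3, at 1.61 times the expected number, and least frequent on chromosome 11, where 47 peaks were 0.537 times the expected number. These counts describe calls of the authors' deposited table, set here against the merged peaks.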

The distribution analysis showed that chromosomes 2, 7, and 11 harbored the largest proportions of hypermethylated and hypomethylated m^6^A peaks across mRNA transcripts (Figure 4(B)). Moreover, hierarchical clustering analysis demonstrated the relationships between Sham and RIR groups, which were grouped according to similarities in their m^6^A methylation profiles (Figure 5(A)). 

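Chromosome 11 had 189 hypermethylated peaks, chromosome 7 had 154, chromosome 2 had 123, chromosome 8 had 122 and chromosome 1 had 121. The hypermethylated peaks of Lyz2 and Arg1 are on chromosome 10 and that of Ecel1, an endopeptidase gene of injured neurons of the named-gene rule, on chromosome 1. Taking both directions together, chromosome 11 had 236 differentially methylated peaks in the authors' deposited table, chromosome 7 had 224 and chromosome 2 had 212. The merged sets held 2261, 1890 and 2090 peaks on these chromosomes.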

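A part of the differentially methylated peaks separated the libraries by group in the MACS lists. Of the hypermethylated peaks of the authors' deposited table, 428 (24.8%) overlapped a peak in all 3 RIR libraries and in 0 Sham libraries. Of the hypomethylated peaks, 197 (19.3%) overlapped a peak in all 3 Sham libraries and in 0 RIR libraries. Among the former were peaks of the innate immune receptor gene Tlr13 and of Syk, a kinase of immune receptors. Among the latter were peaks of Myo10, which encodes a myosin of filopodia, and of B3gat2. These 4 genes were chosen after their folds were seen. The input RNA of the pools also parted by group, with 76.9% of the variance of log2 expression on the first principal component. The peaks were selected for differing between the groups, so their grouping is not independent evidence of it.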

The m^6^A sites exhibiting the largest fold changes, including both hyper- and hypomethylated sites in mRNAs, are listed in Table 2.

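The genes of Table 2 were split between immune and injury genes that gained peaks and neuronal genes that lost them, with exceptions. In the authors' deposited table the hypomethylated Kdr peak, on chromosome 5 from 76138762 to 76139118, had a fold of 7455. The hypomethylated Irx4 peak, on chromosome 13 from 73416345 to 73417720, had a fold of 5694, and that of Isl2, a transcription factor gene of retinal ganglion cells, a fold of 3478. The hypermethylated peaks of Cdsn, Sprr1a and Arg1 had folds of 6875, 3063 and 2728, and the 2 of Lyz2, on chromosome 10 from 117116546 to 117116710 and from 117118012 to 117118226, folds of 124 and 73.8. Input RNA of Isl2 was lower in RIR, with a log2 fold change of -2.26 (standard error 0.45, adjusted p = 8.9e-04 from edgeR's quasi-likelihood test), as was that of Pde11a at -1.96 (standard error 0.24, adjusted p = 1.2e-05) and of Muc2, a mucin gene, at -1.59 (standard error 0.23, adjusted p = 8.1e-05). Bcl3, a regulator of NF-kB, had a hypomethylated peak and more RNA in RIR, with a log2 fold change of 2.20 (standard error 0.14, adjusted p = 5.8e-07). So had Fgf2, a growth factor gene, at 1.49 (standard error 0.12, adjusted p = 7.1e-05), and Irf9 at 1.04 (standard error 0.16, adjusted p = 0.0040). Most peaks of Table 2 overlapped a MACS peak in all 3 libraries of one group and in none of the other. The exceptions were the Irf9 peaks, 1 Lyz2 peak and 1 Cdsn peak. In the authors' deposited table, 2 Pde11a peaks that Table 2 does not list overlapped no MACS peak. By fold, Icmt, a methyltransferase gene, had the largest value toward Sham at 20789, and Zc3h7b, a zinc finger gene, the largest toward RIR at 10363. Both were chosen after their values were seen, and the Icmt peak overlapped no MACS peak.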

**Figure 4.**
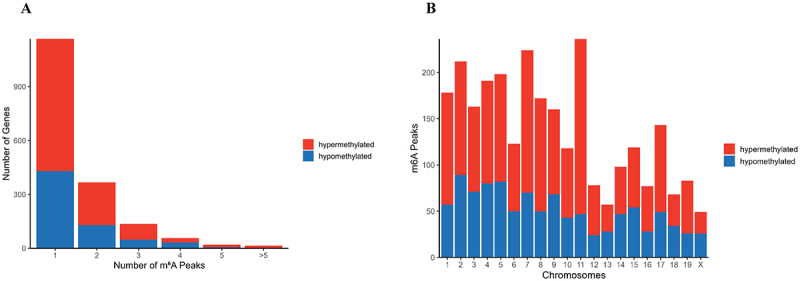
Histograms showing the distribution characteristics of m^6^A peaks. (A) Counts of m^6^A peaks per transcript in RIR. (B) Chromosomal distribution of differentially methylated m^6^A peaks among the three chromosomes showing the greatest numbers of hypermethylated and hypomethylated peaks.

**Figure 5.**
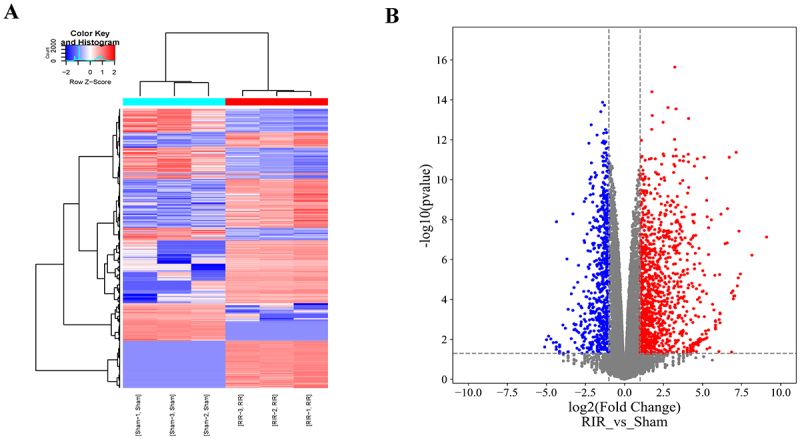
Integrative analysis of mRNA peaks with differential methylation. (A) Hierarchical clustering analysis of differentially expressed mRNAs between the RIR and Sham groups. (B) Volcano plot showing hyper- and hypomethylated mRNAs in RIR retinas compared to Sham retinas.

**Table 2.** Differentially expressed m^6^A-modified mRNAs.

			Methylation				Expression						
chrom	transcript_id	GeneName	Foldchange	*P*_value	FDR	Regulation	logFC	logCPM	F	*p*Value	FDR	Regulation	catalog
chr5	ENSMUST00000113516	*Kdr*	7455.3	2.30309E-08	2.17946E-06	down	1.0132589	8.6480942	111.16452	8.44E-06	8.72E-05	up	startC
chr13	ENSMUST00000022095	*Irx4*	5693.7	2.18224E-10	5.01985E-08	down	−2.537423	0.5919034	24.036606	0.0005162	0.002897	down	stopC
chr2	ENSMUST00000099992	*Pde11a*	4235.6	8.0259E-09	9.06136E-07	down	−1.963879	2.0568858	71.659532	2.94E-07	5.47E-06	down	startC
chr7	ENSMUST00000185406	*Muc2*	4102.6	1.91233E-09	2.81848E-07	down	−1.585739	2.4927001	44.194657	1.88E-05	0.0001718	down	CDS
chr9	ENSMUST00000034869	*Isl2*	3478.1	6.89296E-09	8.01138E-07	down	−2.228098	0.2154189	27.016905	9.31E-05	0.0006793	down	stopC
chr3	ENSMUST00000054599	*Sprr1a*	3063.3	4.24634E-08	3.66537E-06	up	7.3286209	0.8625045	95.278173	3.82E-08	1.08E-06	up	stopC
chr10	ENSMUST00000020161	*Arg1*	2728.3	2.82119E-08	2.58029E-06	up	7.2319687	2.9219633	100.8744	2.10E-05	0.0001882	up	stopC
chr10	ENSMUST00000092163	*Lyz2*	124.40752	8.9934E-09	9.9206E-07	up	5.5669332	6.1258389	987.52773	1.03E-08	3.95E-07	up	CDS
chr10	ENSMUST00000092163	*Lyz2*	73.820738	2.71876E-08	2.49797E-06	up	5.5669332	6.1258389	987.52773	1.03E-08	3.95E-07	up	startC
chr17	ENSMUST00000044804	*Cdsn*	6874.5	5.27622E-10	9.92653E-08	up	2.1345785	0.7279211	36.986727	1.70E-05	0.000158	up	stopC
chr17	ENSMUST00000044804	*Cdsn*	100.6	1.36444E-07	1.00408E-05	up	2.1345785	0.7279211	36.986727	1.70E-05	0.000158	up	3UTR
chr7	ENSMUST00000106267	*Stx1b*	3433.3	1.94619E-11	7.4305E-09	up	−1.172184	6.8369741	360.07153	2.77E-12	1.88E-09	down	3UTR
chr7	ENSMUST00000106267	*Stx1b*	2282.6	5.03408E-12	2.55825E-09	up	−1.172184	6.8369741	360.07153	2.77E-12	1.88E-09	down	stopC
chr7	ENSMUST00000106267	*Stx1b*	1912	2.16879E-12	1.47066E-09	up	−1.172184	6.8369741	360.07153	2.77E-12	1.88E-09	down	3UTR
chr7	ENSMUST00000106267	*Stx1b*	1171.8	1.3198E-10	3.34582E-08	up	−1.172184	6.8369741	360.07153	2.77E-12	1.88E-09	down	3UTR
chr7	ENSMUST00000120537	*Bcl3*	853.26829	1.23403E-08	1.29165E-06	down	2.2039714	4.8909975	266.52736	9.49E-09	3.70E-07	up	stopC
chr3	ENSMUST00000200585	*Fgf2*	827.68224	9.02831E-10	1.53053E-07	down	1.4854721	8.0836241	151.29946	1.60E-05	0.0001504	up	3UTR
chr14	ENSMUST00000130697	*Irf9*	460.9	2.22053E-14	3.88116E-10	down	1.0396393	6.1603893	42.180702	0.0009065	0.0046348	up	CDS
chr14	ENSMUST00000130697	*Irf9*	393.08108	5.59103E-10	1.03775E-07	down	1.0396393	6.1603893	42.180702	0.0009065	0.0046348	up	3UTR

### Biological functions and associated pathways of significantly altered m^6^A-modified genes

GO analysis was performed to predict the biological functions of significantly differentially m^6^A-modified mRNAs (|FC| ≥2 and FDR < 0.05). The most significantly enriched GO terms among hypermethylated transcripts included cellular process (ontology: biological process), cellular anatomical entity (ontology: cellular component), binding (ontology: molecular function) (Figure 6(A)). 

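The genes with hypermethylated peaks were enriched for terms of immunity, the actin cytoskeleton and the extracellular matrix. Of 118 genes annotated to immune system process, 32 were hypermethylated, which is 2.93 times the expected number (adjusted p = 2.67e-05). Of 221 genes of actin binding 48 were hypermethylated, or 2.21 times the expected number (adjusted p = 1.09e-04), and of 108 genes of the extracellular matrix 37, or 3.47 times the expected number (adjusted p = 7.82e-10). The first set holds C1qa, C1qb and C1qc, which encode complement C1q, and the interferon-induced Ifit1 and Ifih1. The second holds Ezr and the myosin genes Myh9 and Myo1f, and the third Col4a1, Col4a2 and Fn1, which encodes fibronectin. Members were chosen for mention after the values were seen. The test was Fisher's exact test, one-sided, against the genes with a peak in any library that carry an annotation of the same ontology, with Benjamini-Hochberg adjustment over the 1759 biological process, 578 cellular component and 1280 molecular function terms, and it was chosen after the data were examined. It called 12, 24 and 15 terms in these ontologies. Terms were taken from the annotation columns of the authors' deposited table of differential peaks and of the peak lists. A gene with RNA mainly in one group can enter this background through a peak of that group alone, so the enrichment does not separate methylation from RNA abundance.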

The GO terms most enriched with hypomethylated mRNAs included regulation of neurotransmitter receptor diffusion trapping, cholinergic synapse, and voltage-gated calcium channel activity involved in regulation of presynaptic cytosolic calcium levels (Figure 6(A)).

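Hypomethylated genes were enriched for ion channels, receptors and proteins of the synapse. Of 399 genes annotated to the synapse 82 were hypomethylated, which is 3.61 times the expected number (Fisher's exact test, one-sided, adjusted p = 5.41e-23). Of 114 genes of ion channel activity 39 were hypomethylated, or 5.95 times the expected number (adjusted p = 1.41e-17). Cholinergic synaptic transmission had 8 hypomethylated genes of 16, or 8.78 times the expected number (adjusted p = 1.76e-04), and chemical synaptic transmission 25 of 85, or 5.16 times the expected number (adjusted p = 1.38e-09). Chrnb3, Chrnb2 and Chrna6, which encode nicotinic receptor subunits, and Cacna1b and Cacna1c, which encode presynaptic and L-type calcium channels, carried hypomethylated peaks, and were chosen for mention after the values were seen. The 36 biological process, 36 cellular component and 26 molecular function terms called were tested over the same backgrounds, chosen after the data were examined. As above, loss of RNA and loss of methylation are not separated by this test.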

**Figure 6.**
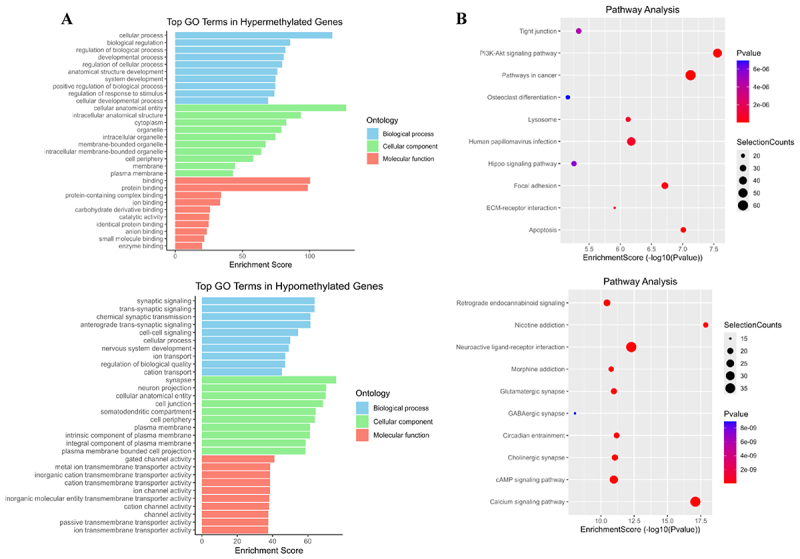
Histograms showing the significantly enriched GO terms of genes exhibiting concurrent m^6^A modification and expression changes in RIR. (A) Significantly enriched GO terms for the hypermethylated genes and hypomethylated genes. (B) Significantly enriched KEGG terms for the hypermethylated genes and hypomethylated genes.

KEGG pathway analysis was performed to identify the signaling pathways associated with significantly differentially m^6^A-modified mRNAs (|FC| ≥2 and FDR < 0.05). Hypermethylated transcripts were predominantly enriched in pathways including ECM-receptor interaction and tight junction (Figure 6(B)), and the pathways most enriched with hypomethylated mRNAs were Nicotine addiction, Calcium signaling pathway, Neuroactive ligand-receptor interaction (Figure 6(B)). These results suggest that hypermethylated mRNAs are predominantly involved in cellular structural organization and extracellular matrix – related processes, whereas hypomethylated mRNAs are mainly associated with synaptic transmission and neuronal communication.

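Pathways of the immune response and of the extracellular matrix were enriched among hypermethylated genes, and pathways of receptors and synapses among hypomethylated genes. ECM-receptor interaction had 18 hypermethylated genes of 55, which is 2.80 times the expected number (Fisher's exact test, one-sided, adjusted p = 0.00112). Tight junction had 14 of 85, or 1.41 times the expected number (adjusted p = 0.394). Cytokine-cytokine receptor interaction had 33 of 107 (2.64 times, adjusted p = 8.79e-06), complement and coagulation cascades 14 of 28 (4.27 times, adjusted p = 5.94e-05) and phagosome 25 of 86 (2.48 times, adjusted p = 4.83e-04). Among hypomethylated genes, neuroactive ligand-receptor interaction had 37 of 147 genes, or 4.53 times the expected number (adjusted p = 2.06e-13). Nicotine addiction, whose genes encode nicotinic, GABA and glutamate receptors, had 18 of 35, or 9.25 times the expected number (adjusted p = 3.55e-12), and the calcium signaling pathway had 26 of 125, or 3.74 times (adjusted p = 1.17e-07). The background was the 3812 genes with a peak and a pathway annotation, the adjustment was over 284 pathways, and the test was chosen after the data were examined. It called 30 pathways for hypermethylated and 26 for hypomethylated genes. Like the test of GO terms, it does not separate methylation from RNA abundance. In the authors' deposited table of pathways, ECM-receptor interaction had 18 genes with an FDR of 5.93e-05 and tight junction 25 genes with an FDR of 1.96e-04. Of these 25 genes, 14 lack the tight junction term in the gene annotation used here, so that test does not cover the same genes.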

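In gene lists fixed before the data were examined, microglia and gliosis genes were overrepresented among the hypermethylated genes. Ganglion cell, amacrine cell, glutamate receptor and cholinergic receptor genes were overrepresented among the hypomethylated genes. Of 12 microglia and macrophage genes with a peak, 9 had a hypermethylated peak and 0 a hypomethylated one, which is 7.79 times the expected number (Fisher's exact test, one-sided, adjusted p = 3.96e-06). Csf1r, the receptor for the growth factor of these cells, Cx3cr1, Tyrobp and the C1q genes were among them. Of 18 reactive gliosis genes 10 were hypermethylated (5.77 times, adjusted p = 2.39e-05), among them Gfap, the glial filament gene, Lcn2 and Serpina3n. Of 13 extracellular matrix and receptor genes 6 were hypermethylated (4.79 times, adjusted p = 0.00507), namely the basement membrane collagens Col4a1 and Col4a2, Hspg2, Lamc1, Thbs1 and the integrin gene Itga5. Tight junction genes had 4 of 11, namely Cgn, Myh9, Pard3 and Tjp1 (3.78 times, adjusted p = 0.0614). Axon injury and stress genes had 5 of 11 (4.72 times, adjusted p = 0.0131), and complement genes and infiltrating monocyte genes 5 of 9 each (5.77 times, adjusted p = 0.00507 each). Interferon response genes, with 5 of 16 (adjusted p = 0.0614), and neutrophil genes, with 1 of 3 (adjusted p = 0.594), did not pass. Among hypomethylated genes, 11 of 12 retinal ganglion cell markers were found (16.2 times, adjusted p = 6.61e-12), among them Pou4f1, Pou4f2, Rbpms and the neurofilament genes. Of 20 glutamate receptor genes 12 were hypomethylated (10.6 times, adjusted p = 1.33e-09), of 11 amacrine cell markers 8 (12.9 times, adjusted p = 1.59e-07) and of 13 cholinergic receptor genes 6 (8.18 times, adjusted p = 3.27e-04). Presynaptic release genes had 5 of 15 (5.91 times, adjusted p = 0.007165). Voltage-gated calcium channel genes, with 3 of 12 (adjusted p = 0.152), and GABA and glycine receptor genes, with 3 of 14 (adjusted p = 0.1985), did not pass. The members named here were chosen after their values were seen. In input RNA the microglia and macrophage genes had a median log2 fold change of 2.70 and the retinal ganglion cell markers one of -1.70. A gene with little RNA in one group may enter the background only through a peak of the other group. The overrepresentation therefore does not separate a change in methylation from a change in RNA.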

### mRNA expression profiles associated with m^6^A methylation

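Expression was taken from the 3 RIR and 3 Sham input libraries, whose counts per protein-coding gene stand in the authors' expression table. The authors obtained the counts with HTSeq 0.9.1 after trimming and alignment. The libraries held 20882245, 26106458 and 24550910 counts for RIR pools 1, 2 and 3 and 23130995, 23502034 and 19809331 counts for Sham pools 1, 2 and 3. Of the 16933 genes in the table, the 13781 that passed edgeR's filter on low counts were normalized by TMM and tested with edgeR's quasi-likelihood test (edgeR 4.0.16), with Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 2672 genes were higher and 2653 lower in RIR. With a fold of at least 2 and an unadjusted p under 0.05, 928 genes were higher and 528 lower. In 50.3% of the tested genes the 3 RIR libraries lay on one side of the 3 Sham libraries, where chance gives 10%. Gene lists were fixed before the data were examined, and their shift was tested with camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation. At the preset correlation 15 lists were higher and 9 lower. With an estimated correlation 0 passed, and the smallest adjusted p was 0.181. Levels are given as CPM, counts scaled to the normalized library size.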

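Most measured immune genes were higher in the RIR retinas. Of 18 measured microglia and macrophage genes, 16 were higher and 1, Siglech (chosen after its value was seen), was lower in RIR at an adjusted p under 0.05 (also 16 and 1 adjusted over the list alone), with a median log2 fold change of 2.70. C1qb, a chain of complement C1q made by microglia, had a log2 fold change of 2.78 (standard error 0.11, adjusted p = 2.9e-10), and Ptprc, the leukocyte marker CD45, one of 3.29 (standard error 0.17, adjusted p = 5.7e-09). All 12 measured infiltrating monocyte genes were higher (12 adjusted over the list alone), with a median of 4.01. Ccr2, the chemokine receptor of blood monocytes, had 137, 136 and 113 counts in the RIR libraries and 1, 2 and 0 in the Sham libraries. For these lists camera gave adjusted p values of 1.85e-10 and 3.73e-08, and the adjusted p was 0.188 for both with an estimated correlation. Of 5 measured neutrophil genes 4 were higher (4 adjusted over the list alone), among them Csf3r, the G-CSF receptor, at 3.78 (standard error 0.21, adjusted p = 9.0e-09). S100a8 had 40, 36 and 36 counts in RIR and 0 in each Sham library. Complement genes were higher for 7 of 8 (7 adjusted over the list alone) and interferon response genes for 18 of 20 (19 adjusted over the list alone). Camera gave adjusted p = 0.00192 for neutrophil, 5.86e-05 for complement and 1.60e-07 for interferon genes, and with an estimated correlation the adjusted p was 0.220, 0.188 and 0.317. Arg1 had the largest fold among genes above 10 CPM, with a log2 fold change of 7.24 (standard error 0.68, adjusted p = 2.6e-04), from 0.0978 ± 0.104 CPM (SD, n = 3) in Sham to 14.7 ± 5.71 CPM (SD, n = 3) in RIR. Its log2 fold change was 6.63 without Sham pool 1 and 8.24 without Sham pool 3. Spp1, which encodes osteopontin, followed Ecel1, Slfn4 and Lyz2 at 4.74 (standard error 0.54, adjusted p = 0.0033).

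**Figure D2:**
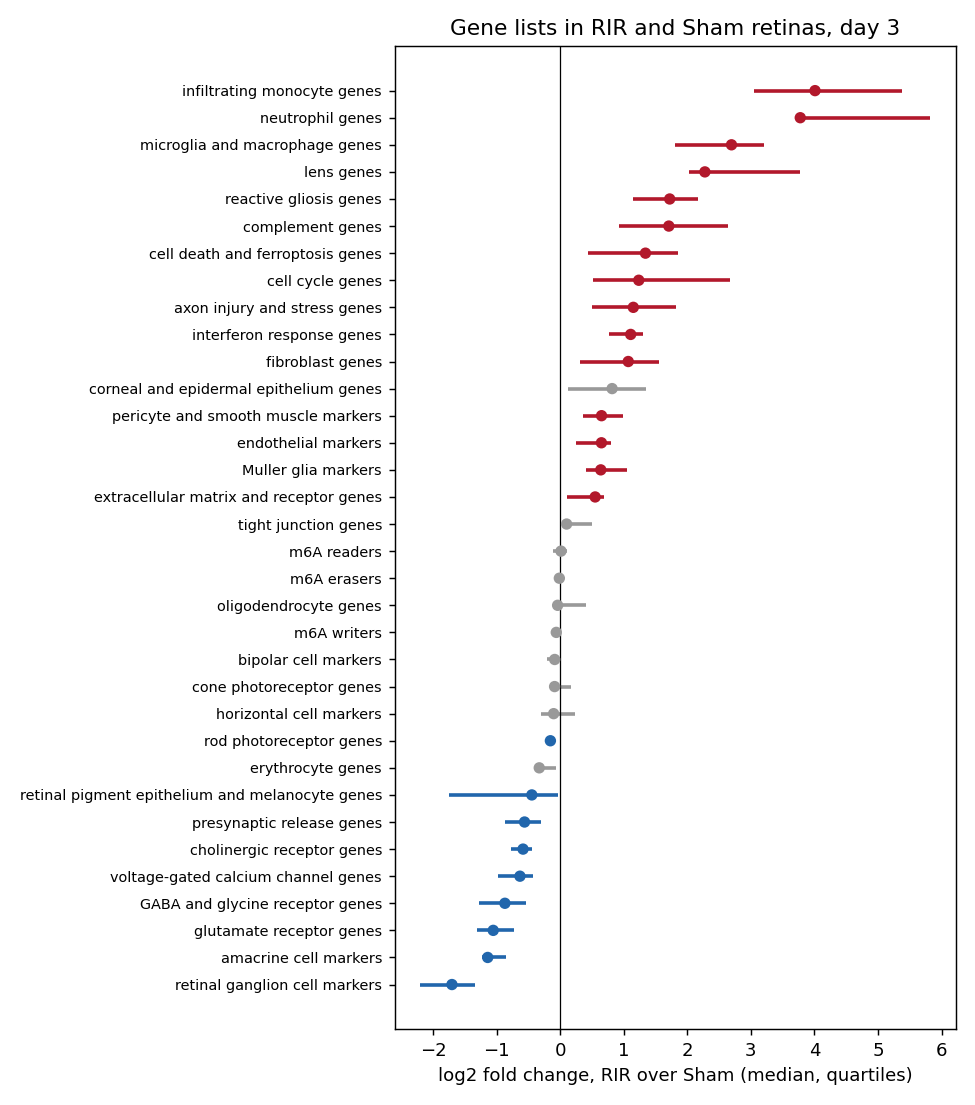
Log2 fold change of input RNA, RIR over Sham, for 34 gene lists; points are list medians and bars the quartiles of the members. Red lists were higher and blue lists lower by camera at a preset correlation, grey lists were not called, and infiltrating monocyte genes (median 4.01) and retinal ganglion cell markers (median -1.70) stand at the ends.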

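Genes of glial reaction, axon injury and blood vessels were also higher in RIR. Of 19 measured reactive gliosis genes 17 were higher and 1 lower (18 and 1 adjusted over the list alone), with a median log2 fold change of 1.72. Gfap rose by 1.94 (standard error 0.11, adjusted p = 3.3e-06) and Osmr, the oncostatin M receptor, by 1.18 (standard error 0.07, adjusted p = 1.5e-08). Muller glia markers were higher for 11 of 13 and lower for 1 (11 and 1 adjusted over the list alone). Among axon injury and stress genes 10 of 12 were higher (11 adjusted over the list alone), including the transcription factors Jun at 1.01 (standard error 0.06, adjusted p = 2.4e-08) and Sox11 at 1.65 (standard error 0.16, adjusted p = 1.4e-06). Camera gave these lists adjusted p values of 1.85e-10, 1.85e-06 and 1.05e-05, and with an estimated correlation the adjusted p was 0.188, 0.181 and 0.181. Cell cycle genes were higher for 7 of 11 (8 adjusted over the list alone), with Top2a at 2.13 (standard error 0.31, adjusted p = 1.1e-04). Of 17 cell death and ferroptosis genes 13 were higher and 2 lower (14 and 2 adjusted over the list alone). Casp8 was higher at 1.66 (standard error 0.20, adjusted p = 1.3e-05), and Tfrc, the transferrin receptor, lower at -0.55 (standard error 0.06, adjusted p = 4.1e-06). Camera gave adjusted p = 7.90e-04 and 0.00106, and both had an adjusted p of 0.181 with an estimated correlation. Endothelial markers were higher for 9 of 14 (10 adjusted over the list alone), pericyte and smooth muscle markers for 6 of 10 (6 adjusted over the list alone) and fibroblast genes for 3 of 6 (3 adjusted over the list alone). Extracellular matrix and receptor genes were higher for 6 of 15 and lower for 2 (6 and 2 adjusted over the list alone). Camera gave adjusted p = 6.04e-04, 0.00607, 0.0463 and 0.0364, and with an estimated correlation the adjusted p was 0.317, 0.444, 0.563 and 0.563. The fibroblast list was no longer called without RIR pool 3, Sham pool 2 or Sham pool 3, and the extracellular matrix list was not without RIR pool 1, RIR pool 3 or Sham pool 1. Lens genes were higher for 2 of 15 (0 adjusted over the list alone), with a median level of 173, 53.0 and 582 CPM in RIR pools 1, 2 and 3 and 19.2, 37.5 and 49.995 CPM in Sham pools 1, 2 and 3. Camera gave adjusted p = 0.00422, and the adjusted p was 0.605 with an estimated correlation.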

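Markers of ganglion cells and amacrine cells were lower in RIR, while photoreceptor genes changed less. Of 13 retinal ganglion cell markers 12 were lower (12 adjusted over the list alone), with a median log2 fold change of -1.70. Nefm, a neurofilament gene, had a log2 fold change of -1.76 (standard error 0.08, adjusted p = 2.1e-09) and Pou4f1, a transcription factor gene of these cells, one of -2.20 (standard error 0.16, adjusted p = 6.7e-08). Of 11 amacrine cell markers 10 were lower (10 adjusted over the list alone). Calb2, which encodes calretinin, had the largest decrease among genes above 10 CPM, at -2.61 (standard error 0.20, adjusted p = 2.5e-04), from 100.3 ± 10.7 CPM (SD, n = 3) to 16.4 ± 4.23 CPM (SD, n = 3). Camera gave these lists adjusted p values of 7.25e-10 and 4.96e-10, and both had an adjusted p of 0.181 with an estimated correlation. Genes of synaptic signaling were lower as well: 18 of 20 glutamate receptor genes (18 adjusted over the list alone), 15 of 15 GABA and glycine receptor genes (15 adjusted over the list alone), 14 of 14 voltage-gated calcium channel genes (14 adjusted over the list alone) and 14 of 16 presynaptic release genes (14 adjusted over the list alone). Cplx1, which encodes complexin 1 of vesicle release, had a log2 fold change of -2.13 (standard error 0.10, adjusted p = 1.2e-09), and the AMPA receptor gene Gria3 one of -1.31 (standard error 0.07, adjusted p = 5.7e-09). Cholinergic receptor genes were lower for 9 of 13 and higher for 1 (9 and 1 adjusted over the list alone). Camera gave the 5 lists adjusted p values from 7.27e-11 to 3.59e-04, and with an estimated correlation the adjusted p was 0.181 for the first 4 and 0.188 for cholinergic receptors. Of 14 rod photoreceptor genes 5 were lower and 1 higher (6 and 1 adjusted over the list alone), with a median of -0.15. Retinal pigment epithelium and melanocyte genes were lower for 5 of 12 (5 adjusted over the list alone), with Rpe65 at -2.33 (standard error 0.28, adjusted p = 1.2e-05). Camera gave adjusted p = 0.0358 and 0.0364, and with an estimated correlation the adjusted p was 0.675 and 0.563. The rod list was no longer called without RIR pool 3, Sham pool 2 or Sham pool 3, and the retinal pigment epithelium list was not without RIR pool 2 or Sham pool 1. Cone photoreceptor genes (2 higher and 2 lower of 12) and bipolar cell markers (1 higher and 5 lower of 14) were not called as lists by camera (adjusted p = 0.708 and 0.146), and the adjusted p was 0.874 and 0.563 with an estimated correlation.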

Transcriptomic profiles of altered genes in the retinas of RIR group were analyzed by RNA-seq (Figure 7(A)). Combined analysis of the data from MeRIP-seq and RNA-Seq identified genes that showed concurrent significantly in both m^6^A modification and mRNA abundance in RIR group compared with Sham group. Four types of interaction were found (Figure 7(B)): 1. upregulated and hypermethylated mRNAs (598 peaks, including *Lyz2*); 2. downregulated and hypermethylated mRNAs (4 peaks, including *Stx1b*); 3. upregulated and hypomethylated mRNAs (7 peaks, including *Kdr*); 4. downregulated and hypomethylated mRNAs (512 peaks, including *Irx4*).

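Where both a peak and the RNA of its gene were called, the 2 mostly changed in the same direction. With the expression calls made here, 598 hypermethylated peaks lay in 322 genes that were at least 2-fold higher in RIR, and 511 hypomethylated peaks in 280 genes that were at least 2-fold lower. The remaining quadrants held 4 hypermethylated peaks and 7 hypomethylated peaks in 6 genes, among them Kdr, Bcl3, Fgf2 and Irf9. In 99.0% of these 1120 peaks the 2 changes had the same direction (odds ratio 10913.5 by Fisher's exact test, where peaks of 1 gene are not independent). Whether diffReps used the input reads is not stated. If it did not, the fold of a peak can follow the RNA of its gene, so this agreement does not by itself show a change in methylation. Peaks with folds under 100 gave 366, 0, 2 and 410 in the 4 quadrants, and those with folds of at least 100 gave 232, 4, 5 and 101, a split chosen after the data were examined. The peaks of Kdr, Bcl3, Fgf2 and Irf9 named here all have folds of at least 100. With an adjusted p under 0.05 and no fold minimum the quadrants held 1010, 105, 15 and 812 peaks. By the expression calls of the authors' deposited table they held 600, 4, 7 and 512 peaks.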

**Figure 7.**
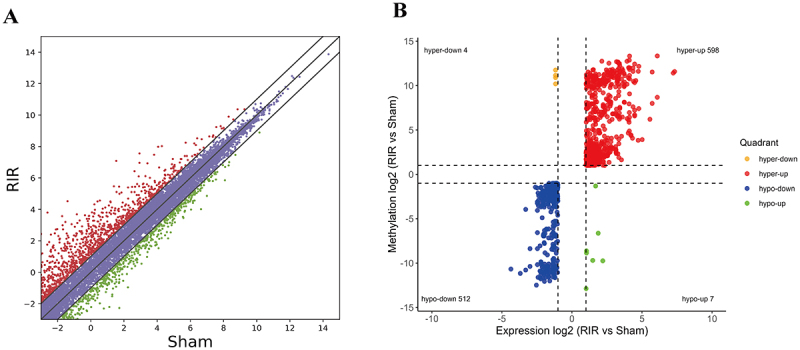
Integrated analysis of the m^6^A methylome and RNA transcriptome between RIR and Sham group. (A) Scatter plots and hierarchical clustering of differentially expressed genes between RIR group and Sham group (|FC| ≥2 and *p* < 0.05). (B) Four-quadrant plots depicting the association between m^6^A methylation and mRNA expression across the two groups.

### Validation of differentially expressed and mRNA by RT-qPCR & m^6^A dot blot

We used RT-qPCR to verify the transcriptome sequencing results by examining the expression of *Irx4*, *Kdr*, *Lyz2* from the intersecting mRNAs. The RT-qPCR results were consistent with the RNA-Seq data (Figure 8), confirming the significant differential expression (*p* < 0.05). An m^6^A dot blot assay was performed using total retinal RNA. Compared with the Sham group, the RIR group exhibited markedly stronger m^6^A immunoreactive signals (Figure 9).

**Figure 8.**
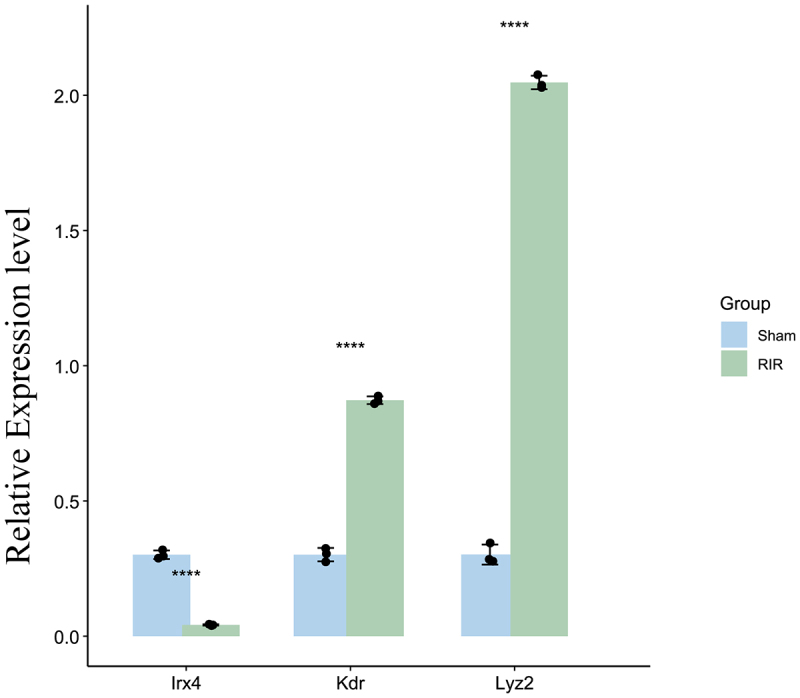
RT-qPCR validation of differentially expressed transcripts. Irx4, Kdr, Lyz2 were examined in mice with RIR (*n* = 3) and Sham (*n* = 3) by RT-qPCR and normalized to Gapdh. The student’s t-test was used to assess the differences in each gene between RIR group and Sham group. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; ns, not significant.

**Figure 9.**
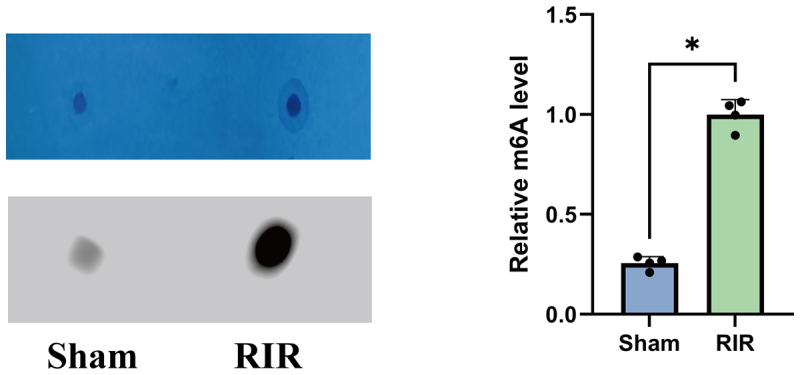
The RIR group exhibited markedly stronger m^6^A immunoreactive signals. The student’s t-test was used to assess the differences in m^6^A level between RIR group and Sham group (*n* = 4). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; ns, not significant.

## Discussion

In the mouse model of RIR, we observed a significant upregulation of core m^6^A regulatory enzymes together with widespread alterations in m^6^A methylation and mRNA expression profiles. These findings may indicate that m^6^A-associated post-transcriptional regulation is broadly involved in the RIR injury.

### Dysregulation of m^6^A regulators in RIR injury

To investigate the role of m^6^A modification in RIR injury, we first examined the expression of key m^6^A regulators over time. Our results showed that mRNAs encoding the methyltransferases (*Mettl3*, *Mettl5*) and the demethylases (*Alkbh5*, *Fto*) were all significantly upregulated on Day 1 and Day 3 following RIR injury, compared to the Sham group. On Day 7, however, the expression levels of those m^6^A regulators were no longer significantly different from those in the Sham group.

Previous studies converge on a common principle: m^6^A writers and erasers serve as post-transcriptional switches that calibrate inflammatory mRNA stability and downstream cell-death or senescence programs. For instance, In a model of cerebral I/R injury, METTL3 was significantly upregulated [17]. Functional inhibition of METTL3 protected neurons from the injury-induced mitochondrial dysfunction and ferroptosis. Mechanistically, METTL3 interacted with YTHDC1 to promote the m^6^A modification of SLC7A11, thereby reducing its stability. The subsequent knockdown of SLC7A11 mimicked the effects of METTL3 upregulation, confirming its involvement in mediating mitochondrial dysfunction and neuronal ferroptosis. Interestingly, previous studies have reported inconsistent expression patterns of Mettl3 in glaucoma animal models. One study showed that Mettl3 expression was downregulated in a high intraocular pressure‑induced retinal ischemia‑reperfusion (RIR) model, and this was associated with autophagy regulation [18]. In contrast, another study using an NMDA‑induced glaucoma model revealed that Mettl3 expression was upregulated, accompanied by enhanced ferroptosis [19]. These discrepancies among studies may be attributed to mild differences in the injury paradigms, the dominant cell death pathways, the cellular composition of the retina, and the temporal dynamics following injury. Previous studies have identified METTL5 as an oncogenic factor in clinical cancer samples, promoting cell proliferation, migration, and invasion [20,21]. However, the contribution of Mettl5 to epitranscriptomic regulation in eye-specific pathologies has not been systematically explored. Similarly, Alkbh5 has been shown to be involved in the inflammatory mechanisms of renal ischemia/reperfusion injury [12]. Alkbh5 regulates CCL28 mRNA stability by controlling its m^6^A modification. It regulates CCL28 mRNA stability through m^6^A modification, and its inhibition leads to increased CCL28 mRNA stability, which subsequently induces regulatory T cells (Tregs) and modulates the Tregs/inflammatory cell axis to improve renal function. FTO demethylase activity serves as a determinant of IL-1β mRNA stability and an activator of RPE senescence, and its suppression is sufficient to restrain both IL-1β abundance and the senescence [22].

Collectively, emerging evidence demonstrates that m^6^A writers and erasers function as stress-responsive modulators of inflammatory mRNA stability in above researches.

Consistent with this paradigm, the rapid induction of Mettl3, Alkbh5, and Fto following RIR injury suggests that these m^6^ A regulators may participate in the early epitranscriptomic response to retinal stress. Their dynamic expression changes support their potential roles as context-dependent candidate mediators of injury-associated RNA methylation remodeling. Future investigations may clarify whether modulation of these m^6^ A pathways can influence retinal injury progression and recovery.

### Genome-wide distribution of differential m^6^A modifications

Analysis of chromosomal distribution demonstrated that differential m^6^A peaks were widely distributed across the genome, with no obvious enrichment restricted to a particular chromosome. Although chromosomes 2, 7, and 11 exhibited relatively higher numbers of differential peaks, this pattern likely reflects differences in gene content rather than chromosome-specific targeting. These findings indicate that retinal ischemia – reperfusion injury is associated with broad epitranscriptomic remodeling affecting multiple genomic regions and biological processes.

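Chromosomes with more m6A peaks had more differential peaks: across the 20 chromosomes other than Y, the number of differential peaks and the number of merged peaks had a Pearson r of 0.952 and a Spearman correlation of 0.946. For hypermethylated peaks r was 0.932 and for hypomethylated peaks 0.751. Chromosomes are few and unequal, and peaks of 1 gene are not independent. The counts per chromosome still departed from the numbers expected from the merged peaks. Hypermethylated peaks were 1.28 times the expected number on chromosome 11 and 1.25 times on chromosome 7, and 0.488 times on chromosome 13, which holds Irx4, and 0.538 times on X. The chi-square statistic was 70.7 for hypermethylated peaks (p = 0.00159 from 100000 Monte Carlo draws), 63.9 for hypomethylated peaks (p = 8.4e-04) and 59.5 for both (p = 7.8e-04). With genes that have a peak as the background, p was 1e-04, 0.00189 and 1.4e-04. With 1 count per gene, a choice made after the data were examined, p was 0.0113 for hypermethylated and 0.144 for hypomethylated genes.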

### Integrated analysis of mRNA methylation and expression

We integrated MeRIP-seq and RNA-seq data to identify differentially methylated mRNA transcripts with corresponding differential expression. These findings indicate a potential positive relationship between RNA methylation levels and gene expression. It has been shown that m^6^A modification can affect stability of mRNA, and its effect on translation can also be stimulatory [23] or inhibitory [24,25]. 

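Differential methylation and expression changed in the same direction across genes, most plainly between the hypermethylated and the hypomethylated set. Over 2574 differential peaks in 1641 tested genes, the log2 fold of the peak in the authors' deposited table and the log2 fold change of input RNA had a Pearson r of 0.621 and a Spearman correlation of 0.713. With 1 peak per gene r was 0.624 and the Spearman correlation 0.705. Genes are not independent replicates, so no p is given, and the 5 relations computed belong to 1 family. Within a set the relation was weaker. Among peaks with folds under 100, a limit chosen after the data were examined, r was 0.224 within the hypermethylated and 0.101 within the hypomethylated peaks, and 0.705 over both. The Spearman correlation was 0.104, 0.254 and 0.723 in the same order. Lyz2 and Arg1 stand for genes high in both measures and Isl2 and Pou4f1 for genes low in both. Zc3h7b, with hypermethylated peaks and a log2 fold change of RNA of -0.04 (standard error 0.05, adjusted p = 0.62 from edgeR's quasi-likelihood test), and Icmt, with hypomethylated peaks and -0.05 (standard error 0.05, adjusted p = 0.43), had peak changes without an RNA change past the test. Both were chosen after their values were seen. The paper compares the sets of differentially methylated and differentially expressed mRNAs, counts the 4 combinations of direction and proposes a positive relationship.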

The specific functional consequence is likely determined by the location of the methylation mark and the cellular circumstance. For example, during cell stress, the m^6^A-mRNAs degradation pathway is often suppressed, which stabilizes m^6^A-mRNAs and elevates the expression of stress-response transcripts [26]. This positive correlation between m^6^A methylation and mRNA expression was also observed in a rat balloon injury model of vascular injury [27]. Further research is needed to study these possibilities.

### Identification of key genes and functional pathways

We corroborated sequencing reliability through RT-qPCR validation of key m^6^A-dysregulated mRNAs, including *Irx4*, *Kdr*, and *Lyz2*, demonstrating consistent expression directionality with the integrated multi-omics results. Genes that showed significant alteration in both expression and m^6^A methylation are candidates of target genes.

A large proportion of intersecting mRNAs were both hypermethylated and upregulated (*n* = 598). Among these, *Lyz2* showed the highest fold change of expression, suggesting their significant involvement in the pathological response. 

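Of the 1724 hypermethylated peaks, 34.7% lay in genes at least 2-fold higher and 24.5% in genes higher by less than 2-fold. A further 28.9% lay in genes with no expression call and 5.86% in genes lower by less than 2-fold. Of the 1023 hypomethylated peaks, 49.95% lay in genes at least 2-fold lower, 29.4% in genes lower by less than 2-fold and 11.9% in genes with no call. Ezr, Myo1f and Tlr13 are in the first class of hypermethylated peaks, and Ccp110 is among those with no call. Caln1 is in the first class of hypomethylated peaks.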

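Lyz2 was nearly absent from the Sham retinas and abundant in all 3 RIR pools. Its level was 136 ± 20.5 CPM (SD, n = 3) in RIR and 2.85 ± 0.646 CPM (SD, n = 3) in Sham, with 3345, 3073 and 3374 counts in the RIR libraries and 83, 56 and 49 in the Sham libraries. This is a 47.4-fold difference, or a log2 fold change of 5.57 (standard error 0.18, adjusted p = 5.8e-07 from edgeR's quasi-likelihood test). Lyz2 ranked 5 by log2 fold change among the genes both hypermethylated and at least 2-fold higher. Above it stood Sprr1a, with 99, 90 and 51 counts in RIR and 0, 1 and 0 in Sham, then Arg1, Ecel1 at 6.09 (standard error 0.44, adjusted p = 5.0e-05; 7.03 without Sham pool 3) and Slfn4, an interferon-inducible gene of myeloid cells, at 5.74 (standard error 0.53, adjusted p = 8.6e-05). By level in RIR, Spp1 at 205 CPM was above Lyz2, while Ecel1 reached 23.4 CPM and Slfn4 12.6 CPM.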

Previous research showed that *Lyz2*^cre^-mediated depletion of autophagy-related gene in microglia aggravated the neuroinflammation and dopaminergic neuron losses in the substantia nigra and exacerbated the locomotor deficit in α-Syn-overexpressing mice [28].

In addition, a subset of hypomethylated mRNAs, including *Irx4*, showed significantly decreased expression. 

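Irx4 RNA was scarce in both groups and lower in RIR. It had 1, 9 and 21 counts in RIR pools 1, 2 and 3 and 42, 83 and 39 counts in Sham pools 1, 2 and 3, or 0.409 ± 0.400 CPM (SD, n = 3) against 2.48 ± 0.980 CPM (SD, n = 3). The log2 fold change was -2.55 (standard error 0.58, adjusted p = 0.0055 from edgeR's quasi-likelihood test), and -3.56 without RIR pool 3. Its hypomethylated peak covers the stop codon, and the transcripts of Pou4f1, Rbpms, Thy1 and other ganglion cell markers carried hypomethylated peaks too, the last 2 named after their values were seen.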

*Irx4* signals are predominantly localized to a neuronal subset within the retina, as revealed by RNA probe-based in situ hybridization using an *Irx4*-specific RNA probe [29]. Functional assays demonstrated that Irx4 not only defines expression domain, but also guides structural organization of retinal axons in the optic fiber layer. *Irx4* expression promotes orderly axon trajectory formation in the optic fiber layer, thereby supporting proper neuro-retinal connectivity and bundle organization [30]. In the context of RIR retinas, downregulation of *Irx4* more likely reflects impaired refinement of retinal axon guidance, which may compromise neuro-retinal connectivity and structural organization.

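Kdr rose in all 3 RIR pools, to 536 ± 33.6 CPM (SD, n = 3) from 266 ± 35.4 CPM (SD, n = 3) in Sham, a log2 fold change of 1.01 (standard error 0.09, adjusted p = 4.1e-05 from edgeR's quasi-likelihood test). Its peak at the start codon was listed in all 3 Sham libraries and in 0 RIR libraries. Other endothelial genes also rose: Vwf, the von Willebrand factor gene, by 1.53 (standard error 0.10, adjusted p = 2.8e-07), Cdh5, the cadherin of endothelial junctions, by 1.02 (standard error 0.15, adjusted p = 5.0e-05), and Cldn5, a claudin of the blood-retina barrier, by 0.73 (standard error 0.14, adjusted p = 7.1e-04). In the authors' deposited table Flt1, a further VEGF receptor gene, had a hypomethylated peak and Vwf 4 hypermethylated ones; Flt1 was chosen after its values were seen.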

A small part of intersecting mRNAs was significantly hypomethylated and upregulated, including *Kdr*, a gene known to encode the vascular endothelial growth factor receptor (VEGFR) [31]. Under hypoxia, retinal endothelial cells showed significant upregulation of Kdr protein, indicating activation of VEGFR-associated signaling. The β-adrenergic receptor agonist returned hypoxia-induced Kdr upregulation toward baseline and restored retinal structural integrity after RIR injury, suggesting Kdr serves as a node that links hypoxia-driven VEGFR activation to retinal vascular degeneration and thickness loss in this model [32].

Subsequent KEGG pathway analysis revealed that these differentially hypermethylated mRNAs are mainly enriched in ECM-receptor interaction and tight junction. In previous study of pseudoexfoliation glaucoma [14], hypermethylated genes are mainly involved in ECM. The extracellular matrix, which comprises at least a third of tissue structures, has a mutually dependent relationship with immune system [33]. Shi et al. [34] found that vascular amyloid beta protein deposits were detected in retinas of mild cognitively impaired and Alzheimer’s disease (AD) patients, revealing that the retinal vascular tight junctions were compromised and linked to AD status.

This study has several limitations. First, the sample size was relatively limited. Second, MeRIP-seq and RNA-seq were performed only at Day 3 after RIR injury; therefore, the present data provide a single-time-point epitranscriptomic snapshot rather than a comprehensive characterization of the temporal dynamics of m^6^A methylation changes. Future multi-time-point epitranscriptomic profiling will be required to determine how m^6^A modifications evolve during injury progression and recovery. Third, in vivo loss-of-function validation of m^6^A methylation was not performed. Therefore, future studies should incorporate genetic or transcript-specific perturbation approaches, including m^6^A regulator loss-of-function models, m^6^A-site disruption strategies, and pathway-level interventions in RIR retinas, to establish causal relationships, define mechanistic hierarchies, and evaluate the therapeutic translational potential of m^6^A-mediated regulation.

## Data Availability

Data are available from figshare (DOI: 10.6084/m9.figshare.31881697). The raw sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) dataset under accession number GSE333759.

How the deposited data were processed for this re-analysis (not part of the article)

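The processed files hold MeRIP-seq peaks and input RNA counts for 12 libraries: an IP and an input library for each of 3 RIR and 3 Sham pools of mouse retina, taken on day 3 after an IOP of 100 mmHg for 60 min, with the contralateral eyes as Sham. Groups were taken from the library titles.

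The authors trimmed reads with cutadapt 1.9.3 and aligned them with HISAT2 2.0.4. The counts per protein-coding gene were obtained by the authors with HTSeq 0.9.1 and are raw. The log2 fold changes of genes in the deposited tables come from edgeR 3.16.5 as run by the authors, as do their p-values and FDR values. For each peak, the fold enrichment, the score and the FDR in percent were deposited as MACS 1.4.2 wrote them, and the authors kept peaks on exons and annotated their segments. The score is the negative of log10 of the p-value times 10 in the deposited lists. The ratio of each differential peak is a linear fold between groups deposited from diffReps 1.55.6 with its p-value and FDR. The paper's text says neither which background MACS used nor whether diffReps used the input reads. The genome build is not given in the sources used here. GO and pathway tables were deposited with a fold enrichment, a p-value and an FDR per term. The 78 columns of per-sample values that repeat others were not used here.

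Input counts were 20882245, 26106458 and 24550910 for RIR pools 1 to 3 and 23130995, 23502034 and 19809331 for Sham pools 1 to 3. Genes passed edgeR's filter on low counts, libraries were scaled by TMM (factors 0.978 to 1.02), and groups were compared with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with Benjamini-Hochberg adjustment. The common biological coefficient of variation was 0.0927, and the median log2 fold change of tested genes 0.01. CPM are counts scaled to the normalized library size. The same fit was tested on simulated data of 13689 genes, 200 of them changed: it recovered 68.7% of genes changed 1.5-fold, 92.5% of those changed 2-fold and 98.5% of those changed 4-fold, and 19 of 192 calls (9.90%) were false. Calls of genes under 2-fold are therefore incomplete.

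The 35 gene lists (cell types of the retina and of blood, gliosis, complement, interferon, axon injury, cell cycle, cell death, extracellular matrix, tight junctions, receptors, channels, synaptic release, lens, cornea, and m6A writers, erasers and readers) were tested with camera in limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, where measured genes were enough. Counts beside a list are also given adjusted over the list alone. Named genes are those the paper names, whose values in its Table 2 had been seen, the 10 largest changes in each direction among genes past the test with at least 10 CPM in the higher group and no overlap of the groups, up to 4 members of each list with the smallest adjusted p, and the 5 peaks with the smallest p in each direction. Some genes of the rule are not reported here. Other genes are named as chosen after their values were seen.

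Peaks were merged and overlapped with bedtools 2.31.1. Per-library values were compared with an exact two-sided permutation test, whose smallest p for 3 against 3 is 0.1. Differential peaks were counted from the authors' deposited table, compared between segments with Fisher's exact test, between chromosomes with a chi-square statistic and 100000 Monte Carlo draws, and with expression by Pearson and Spearman correlation. Enrichment of annotation terms used Fisher's exact test, one-sided, and was chosen after the data were examined. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

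Alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter, a replicate block, leaving out each library, other peak sets, overlaps and thresholds, and other expression calls. Chosen after the data were examined were the split of peaks at a fold of 100 and 1 count per gene for chromosomes. Motif occurrence, the reads themselves, the dot blot and RT-qPCR were not analysed here. A comparison of peak enrichment between groups was planned and not run, since the enrichment of a peak describes it only within its own list.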

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

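Of the tests in this part, those of peaks outside every peak list and of neighbouring genes were set before their results were seen, and all the others after.

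Infiltrating monocyte genes (median log2 fold change 4.01) and reactive gliosis genes (1.72), gene sets that the paper does not discuss, were called in the input RNA by camera at the preset correlation, and not with an estimated correlation (adjusted p = 0.188 for each). Lens genes had a median of 2.28, but only 2 of 15 passed on their own (0 adjusted over the list alone), and the list was called at the preset correlation and not with an estimated one (adjusted p = 0.605).

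Further signals lie in peaks outside those the paper discusses. Of the hypermethylated peaks, 508 overlapped no peak of any library. And 41 peaks with a fold of at least 1000 were found in all 3 libraries of one group and in 0 of the other, in genes whose RNA differed by less than 1.2-fold.

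The direction of differential peaks followed the RNA of their genes, so RNA abundance is a candidate explanation for part of them. The median log2 peak fold minus RNA change was taken over all 1179 hypermethylated peaks with folds under 100 in tested genes, whatever the expression call. It was 1.41 (quartiles 0.67 and 2.34), and 0.33 (quartiles -0.12 and 1.28) in genes at least 2-fold higher. The authors kept only differential peaks with a fold of at least 2. In genes with little RNA change that selection alone makes the difference positive, so it cannot decide whether RNA abundance was the whole cause. Over the 753 such hypomethylated peaks the median difference was -0.39 (quartiles -1.05 and -0.14). There RNA abundance cannot be told apart, because the median is small while 0 lies outside the quartiles. Of 432 differential peaks of both directions with folds under 100 outside every peak list, 76.2% had the sign of the RNA change, between the bounds set beforehand, so these cannot be told apart either; the share was 72.6% for 368 hypermethylated and 96.9% for 64 hypomethylated peaks, the latter above the upper bound, and 89.5% for peaks within a list. A change in methylation of the transcripts stays open for all of these.

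The 41 peaks lay in 33 genes, among them Icmt, Zc3h7b, Acbd5 and Csnk1a1, chosen after their values were seen. Of the genes, 6.06% had a direct neighbour changed at least 2-fold in the direction of the peak, where at least 50% were predicted. Of all tested genes, 4.70% lay next to a gene that was higher and 2.20% next to one that was lower. Neighbours outside the tested genes counted as unchanged. The result therefore argues against reads of a changed neighbour for most of these genes only where the neighbour was tested. Low depth cannot be told apart: the median of 56.9 CPM lies above the 34.6 CPM of all genes with a peak (share of random lists as high 0.0493), but not beyond the spread around the 48.3 CPM of genes with peaks in all 3 libraries of a group and as small an RNA change (share 0.265). Regulated methylation and the way diffReps counted reads stay open and were not tested. The values per library behind these folds are unknown.

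Lens genes differed between RIR libraries, and lens tissue in the dissected retina is a candidate explanation. The ratio of RIR pool 3 to RIR pool 2 was 10.6 in the median of 4 lens genes that encode no crystallin, beside 10.6 for 11 crystallin genes, as RNA of a tissue that differs in amount would give. Between the groups, 1 common factor did not describe the lens genes, whose log2 fold changes ran from 1.71 to 4.525. Crygb had 80.9 CPM in RIR pool 2 and 16.0 CPM in Sham pool 2, while Mip had 51.9 and 94.8 CPM. A response to RIR in every RIR library cannot be told apart from lens tissue. The lowest RIR median lay 0.085 above the highest Sham median on the log2 scale. By summed CPM of the lens genes, RIR pool 2 at 1425 lay below Sham pool 2 at 1586 and Sham pool 3 at 1908, and above Sham pool 1 at 738. The most abundant gene, Cryaa, had 1376, 435.9 and 3780 CPM in RIR pools 1 to 3 and 257.4, 568.5 and 673.6 CPM in Sham pools 1 to 3, and retinal neurons and glia express some crystallins too.

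The 6 input libraries allow 10 splits of 3 against 3, too few for a share under 0.05. The real split called 5325 genes and the highest other 0, with 1 split as large. For genes changed at least 2-fold the numbers were 1456 and 75, and for gene lists 24 and 23, again 1 split each, so camera at the preset correlation called many lists in other splits as well.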

How the results depend on the processing

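Among the results that answer a comparison, 162 values under alternatives set before the data were examined and 7 under alternatives added afterwards were counted as kept. For counts this meant a value within 1.5 times the main one. For differences between groups in values per library it meant the same sign only, whatever the size. The values not counted as kept follow, and their cause was not tested unless the alternative itself shows it.

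Genes higher and lower numbered 2478 and 2591 with DESeq2, 2625 and 2718 with its size factors, 2764 and 2657 without a filter, and 2167 to 2558 and 2224 to 2655 without 1 library. With the replicate block they numbered 2361 and 2329, and 15 and 9 lists were called. The numbers of the pools were not shown to pair them: the correlation of residuals within the same number was -0.04, -0.07 and 0.01. With the estimated correlation 0 and 0 lists passed, and without 1 library 13 to 15 and 8 to 9: the extracellular matrix list was lost without RIR pool 1, RIR pool 3 or Sham pool 1, the fibroblast and rod lists without RIR pool 3, Sham pool 2 or Sham pool 3, and the retinal pigment epithelium list without RIR pool 2 or Sham pool 1.

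With a fold enrichment of at least 5, peaks per library reversed to -135.3 (RIR minus Sham) and the start codon share to 0.215%, and RIR-only regions fell in number to 2357. Without 1 library, genes per library ranged from -274.7 to 208.8 (above 0 without RIR pool 3, at 31.5, Sham pool 1, at 208.8, or Sham pool 3, at 18.8), the 5'UTR share from -1.29 to 0.292 (above 0 without RIR pool 3 or Sham pool 1) and the start codon share from -1.86 to 0.806 (above 0 without RIR pool 3, Sham pool 1 or Sham pool 3). The CDS share stayed between 2.92 and 5.38 and the 3'UTR share between -1.18 and -0.866. Peaks per library kept their sign without 1 library but ranged from 6.17 to 1665, and the stop codon share ranged from -4.54 to -0.692.

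RIR-only and Sham-only regions numbered 410 and 217 when found in all 3 libraries, and Sham-only regions 2058 when found in at least 2. Without 1 library they ranged from 2223 (RIR pool 1 left out) to 5468 and from 2090 (Sham pool 1 left out) to 4544. RIR-only and Sham-only genes numbered 145 and 92 when found in all 3, and ranged from 430 to 942 (Sham pool 1 left out) and from 568 (Sham pool 1 left out) to 1115. Genes with 1 region made 52.1% and 53.1% per library and 52.8% and 54.7% for regions in at least 2 libraries, in RIR and Sham. For regions in all 3 libraries they made 60.4% and 63.7%.

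At 4-fold, 1073 hypermethylated and 417 hypomethylated peaks were left; an FDR under 0.01 or an unadjusted p under 0.05 could remove no peak of the deposited table, whose p-values and FDR values are all smaller. With an adjusted p and no fold minimum for expression the quadrants held 1010, 105, 15 and 812 peaks, and counted as genes 322, 1, 6 and 280. Chosen after the data were examined: with folds under 100 they held 366, 0, 2 and 410 peaks and r was 0.705, with folds of at least 100 they held 232, 4, 5 and 101, and with 1 count per gene the Monte Carlo p per chromosome was 0.0113 for hypermethylated and 0.144 for hypomethylated genes.

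For 36 named genes 326 values kept their call, 33 were weaker (among them those of Crygb, Crygd, Cryge, Crygf, Fto and Ythdc2) and 1 reversed: Mettl3, not called, ranged from -0.0675 to 0.0054 without 1 library, with the sign changed without RIR pool 3.

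Not run: motif windows, since no genome was used here; peak enrichment between groups, with its replicate block, peak set and left-out libraries, since the enrichment describes a peak only within its list; peaks with a mean of 0 in one group, since the table gives no group means; and the pseudocount, since counts were used. The depth of the IP libraries is unknown.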

Differences from the paper's values

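For genes with peaks in RIR libraries only, the paper's value is 1111 and the value here is 564. Of the alternatives set before the data were examined, leaving out Sham replicate 1 gave 942, which is within 1.5 times the paper's value. The others were not: 666 for regions in at least 2 libraries, 145 for regions in all 3, 458 at a fold enrichment of at least 5, 564 at an overlap of 50%, and between 430 and 728 without each other library. The paper gives 1111 and 651 also for its hypermethylated and hypomethylated genes, which number 1111 and 651 in the authors' deposited table.

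The paper names Lyz2 as the gene with the highest fold change of expression; its rank among genes both hypermethylated and higher was 5 here, after Sprr1a, Arg1, Ecel1 and Slfn4, and its log2 fold change was 5.57 here.

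The paper's Table 2 is described as the largest fold changes. In the authors' deposited table Kdr has the rank 8 among hypomethylated peaks and Cdsn the rank 8 among hypermethylated peaks, Lyz2 has the rank 454, and the largest folds are 20789 for Icmt and 10363 for Zc3h7b. Table 2 is headed as differentially expressed mRNAs, while these ranks cover all differential peaks. No tested gene ranked above Kdr changed at least 2-fold in RNA, so Kdr is no difference within such genes. Above Cdsn, Ecel1, Tlr13 and Syk had RNA log2 fold changes of 6.09, 4.12 and 4.10.

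The paper names chromosomes 2, 7 and 11 for both kinds of peaks. For all differential peaks and for hypermethylated peaks these 3 lead here as well, with 123, 154 and 189 hypermethylated peaks. For hypomethylated peaks the largest numbers were 89 on chromosome 2, 82 on chromosome 5 and 80 on chromosome 4, with 70 on chromosome 7 and 47 on chromosome 11. The paper proposes gene content for the pattern; with genes that have a peak as the background the Monte Carlo p was 1e-04 for hypermethylated and 0.00189 for hypomethylated peaks, and with 1 count per gene, chosen after the values were seen, 0.0113 for hypermethylated and 0.144 for hypomethylated genes.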

Other observations

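The m6A regulators that the paper measured by RT-qPCR had these log2 fold changes in the input RNA of day 3: Mettl3 -0.02 (adjusted p = 0.783 from edgeR's quasi-likelihood test), Mettl5 -0.06 (adjusted p = 0.674), Alkbh5 0.11 (adjusted p = 0.114), Fto -0.14 (adjusted p = 0.0277) and Ythdc2 -0.23 (adjusted p = 0.0235). The paper's discussion describes Mettl3, Mettl5, Alkbh5 and Fto as raised on day 3 by RT-qPCR normalized to Gapdh. None of them was called higher in the input RNA, which is a different measure. For Ythdc2 the paper reports no significant change. For Fto the adjusted p was 0.0697 with the replicate block and 0.0627, 0.0583, 0.0515 and 0.102 without RIR pool 1, RIR pool 3, Sham pool 2 and Sham pool 3. For Ythdc2 it was 0.0358 with the replicate block and 0.0822, 0.0552, 0.0828 and 0.114 without RIR pool 1, RIR pool 2, Sham pool 1 and Sham pool 3.

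Lists not called by camera were m6A writers (1 higher and 1 lower of 11, 0 and 0 adjusted over the list alone, adjusted p = 0.591), erasers (1 lower of 2, adjusted p = 0.846) and readers (1 higher and 1 lower of 11, adjusted p = 0.912). The same held for tight junction genes (3 higher and 1 lower of 12, adjusted p = 0.126), corneal and epidermal genes (1 higher of 6, adjusted p = 0.739), erythrocyte genes (0 of 5, adjusted p = 0.758), horizontal cell markers (1 higher and 2 lower of 5, adjusted p = 0.685) and oligodendrocyte genes (1 higher of 3, adjusted p = 0.846). With an estimated correlation the adjusted p was 0.714, 0.874 and 0.925 for the m6A lists and 0.373, 0.874, 0.874, 0.714 and 0.874 for the others. Of the lymphocyte genes 1 was measured, Cd4, with 13, 12 and 11 counts in RIR and 2, 2 and 4 in Sham.

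The genes of the authors' deposited biological process table all lie in the list of genes with higher expression (1022 of 1022), and 308 of them are hypermethylated. The genes of the deposited pathway table are all hypermethylated (355 of 355).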
